A study of Drosophila melanogaster with 4 samples. Its data were reported in "Sites of transcription initiation drive mRNA isoform selection" (2023).

How the data were processed

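The data are short-read RNA sequencing of adult Drosophila melanogaster tissues, with 2 libraries from heads and 2 libraries from ovaries. The flies were of the w1118 strain, a laboratory stock used as wild type, untreated, 3 days old and kept at 25 °C. Ovaries came from virgin females, and 20 ovaries were pooled per replicate. The labels number the replicates of each tissue but do not say that the head replicates came from separate collections. The study describes the samples of its comparison of sequencing methods as biological replicates, but with another number per tissue than the libraries analysed here. The same figure legend also lists 2 short-read replicates per tissue, as here, without saying there whether these are biological. It therefore stays open whether the spread between these libraries is partly technical. The p-values set the difference between the tissues against that spread. Samples were assigned to heads or ovaries, and to replicate 1 or 2, by their sample titles, which match the headers of the library columns. Without gene identifiers, this assignment could not be checked against genes known to mark either tissue. Exchanged columns would go unseen here and would reverse every direction given below.

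The values deposited are TPM, a unit of transcript abundance corrected for transcript length and scaled to a common total per library, which the authors obtained per gene with Salmon, a tool that assigns fragments to transcripts without aligning them to the genome. The submitters' processing notes name Salmon and the genome build dm6. According to the study's methods the short reads were trimmed and quantified with the RNA-seq module of snakePipes against an Ensembl annotation. The Salmon version is not given in the sources used here. The unit was recognised from the values, which are decimals that sum to between 993265 and 996666 per library, and the labels describe the table as normalised. TPM divides by transcript length and by the library's total, so a gene that takes a large part of a library lowers the value of every other gene in it. TPM keeps no sequencing depth, so no counting interval or detection floor was computed. Salmon splits fragments that fit several transcripts by a probabilistic model, so values of near-identical gene copies are uncertain.

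The study's methods describe different library kits for the tissues. Head libraries were prepared with a poly(A)-selecting stranded mRNA kit and ovary libraries with a stranded total RNA kit that depletes ribosomal RNA. The methods also state that flies of both sexes were used in like amounts except where ovaries were taken, so the sex of the flies differed between the tissues too. Elsewhere the study names the short-read libraries of each tissue as mRNA libraries, so the kit of the ovary libraries rests on the methods alone. As the methods describe them, kit, sex and tissue coincide, and every difference between heads and ovaries described here is a difference in all of them at once.

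The table holds 16964 lines, 1 per gene, with the 4 library columns and no column of gene identifiers. Gene names were not used here, and genes are described by their rank and their level. Comparisons fixed before the data were examined that need a gene's identity were not run. These were 28 gene lists (neuronal, sensory, muscle, germline, eggshell and other classes), the trend with transcript length, and the genes that were to be named by list.

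The design fixed before the data were examined gave a count test for count data and a log-scale test for normalised values. As the values are TPM, the test was limma (version 3.58.1, R 4.3.3) on log2(TPM + 1) with an intensity-dependent prior variance, the design having tissue as its only term. Genes with a mean above 1 TPM in at least 1 tissue entered the test. The tests were two-sided, with Benjamini-Hochberg adjustment, and an adjusted p under 0.05 was called a difference. Differences are heads minus ovaries on the log2(TPM + 1) scale, which understates the change of genes with low values. No fold is given against a tissue in which a gene was listed at 0 in both libraries, since a TPM of 0 sets no bound. A second count used an adjusted p under 0.01 and an absolute log2 difference above 1.5, thresholds that the study set for transcript isoforms. A gene was called detected in a tissue at 1 TPM or more in both of its libraries.

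The genes to be described were chosen by a rule fixed before the data were examined. It took, in each direction, the 10 genes with the largest absolute log2 difference among genes with an adjusted p under 0.05 and a mean of at least 100 TPM in the higher tissue, and in each tissue the 5 genes with the highest mean TPM.

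The test was tested on simulated data, drawn for the 10375 tested genes from their mean levels and the replicate spread of the real libraries, with 200 genes changed by known amounts. In this simulation, 8% of the genes changed by 0.5 on the log2 scale were recovered, 68% of those changed by 1, 92% of those changed by 2 and 100% of those changed by 4. Among the 10175 unchanged genes, 8 were called, which was 5.63% of all calls. The setting differs from the real data, where 92.0% of the tested genes were called. The adjusted threshold depends on how many genes differ. The simulation also gave genes of like level the same spread, pooled over heads and ovaries, so differences in spread between such genes were left out. These rates therefore do not give the recovery or the share of false calls in the comparison of heads and ovaries.

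Alternatives were other scalings of the libraries (equal totals, median of ratios, upper quartile), a pseudocount of 0.1, no filter on low values, a test against a minimum log2 difference of 1, the replicate number as a block, and each library left out in turn. Alternatives chosen after seeing the data were leaving out the most abundant head gene, a pseudocount of 5, a minimum mean of 10 TPM, a block with crossed replicate numbers, and detection at 0.1 or 10 TPM. Values per library, detection, shares and permutations were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the plots were drawn with matplotlib 3.10.9.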

Results

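To compare gene expression between a tissue rich in neurons and a germline tissue, RNA was measured by short-read sequencing in adult fly heads (messenger RNA libraries) and in ovaries (total RNA libraries, per the study's methods), with 2 libraries of each. In the study, short-read gene levels were set beside gene levels estimated from long reads. Each library is given as TPM, transcript abundance corrected for length and scaled to a common total per library, for 16964 genes, without gene names. Of these genes, 13295 were above 0 in at least 1 library and 3669 were listed at 0 in all 4. Because TPM is relative to each library's total, the number of sequenced fragments is unknown.

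Replicates of a tissue were close to each other and far from the other tissue. Across all genes, log2(TPM + 1) correlated at 0.993 between the head libraries and at 0.994 between the ovary libraries, whereas head and ovary libraries correlated at 0.634 to 0.635. These are correlations across genes, and genes are not independent replicates. A principal component analysis placed 98.3% of the variance between libraries on the first component. For genes at 10 to 100 TPM in the higher tissue, the median absolute difference was 0.07 on the log2 scale between head replicates and 0.09 between ovary replicates, compared with 1.60 between the tissues.

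More genes were detected in ovaries than in heads. At 1 TPM or more in both libraries of a tissue, 9484 genes were detected in ovaries and 7381 in heads. Heads and ovaries shared 6806 of them, 575 were detected in heads alone and 2678 in ovaries alone. The replicates gave nearly equal numbers at this minimum, with 7556 and 7558 genes in the head libraries and 9726 and 9723 in the ovary libraries. The genes detected in ovaries alone held 27.7% of all ovary TPM, whereas the genes detected in heads alone held 10.4% of all head TPM. Most of the TPM in either tissue was held by the shared genes, which made up 89.4% of head TPM and 72.1% of ovary TPM. The most abundant head gene, itself among the shared genes, alone made up 23.7% of head TPM. Abundant genes were more often listed at 0 in the other tissue when they were ovary genes. Among genes with a mean of at least 100 TPM in ovaries, 141 of 1355 (10.4%) were listed at 0 in both head libraries. Among genes with a mean of at least 100 TPM in heads, 50 of 1250 (4%) were listed at 0 in both ovary libraries. At a minimum of 10 TPM the tissues were closer, with 6904 genes detected in ovaries and 6203 in heads, and 1461 genes were then detected in heads alone. These detection numbers are descriptive and were not tested.

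To ask which genes differ in level between the tissues, 10375 genes with a mean above 1 TPM in at least 1 tissue were tested with limma. The tissues differed at 92.0% of them. Heads were higher at 4641 genes and ovaries at 4905, and 829 genes did not pass the threshold. The ovary differences were larger. The median log2 difference was -2.47 among genes higher in ovaries and 1.47 among genes higher in heads, and 2075 genes were at least 8-fold higher in ovaries on the log2(TPM + 1) scale, compared with 737 in heads. At the stricter thresholds of an adjusted p under 0.01 and an absolute log2 difference above 1.5, 3291 genes were higher in ovaries and 2264 in heads. Of the genes detected in ovaries alone 2653 were called higher in ovaries, and of those detected in heads alone 552 were called higher in heads, directions that the detection groups themselves nearly fix. The 6806 genes detected in both tissues included 4055 higher in heads and 2130 higher in ovaries. This group leaves out genes by the same difference that is counted, so its balance is not a separate comparison. Its counts were 3501 and 2620 with median-of-ratios scaling and 4568 and 1703 without the most abundant head gene. The balance over all tested genes depended on the filter and on the scaling. With a minimum mean of 10 TPM in at least 1 tissue, a filter chosen after seeing the data, 4333 genes were higher in heads and 3599 in ovaries. In the same direction, with the most abundant head gene left out and the libraries rescaled, a setting chosen after seeing the data, 5169 genes were higher in heads and 4451 in ovaries. Scaling by the median of ratios moved the counts the other way, to 4077 and 5415. At the stricter thresholds the counts in heads and ovaries were 2943 and 3083 without that gene and 1757 and 3602 with median-of-ratios scaling.

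**Figure D1:**
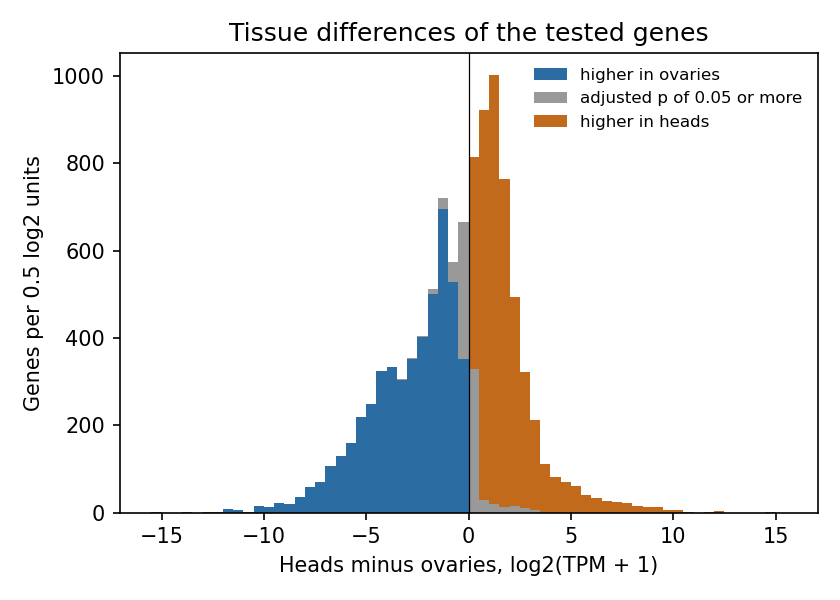
Histogram of the difference between heads and ovaries for the 10375 tested genes, with log2(TPM + 1) of heads minus ovaries on the horizontal axis and the number of genes per 0.5 log2 units on the vertical axis, stacked by call. The 4905 genes higher in ovaries spread further from 0 (median -2.47) than the 4641 genes higher in heads (median 1.47).

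**Figure D2:**
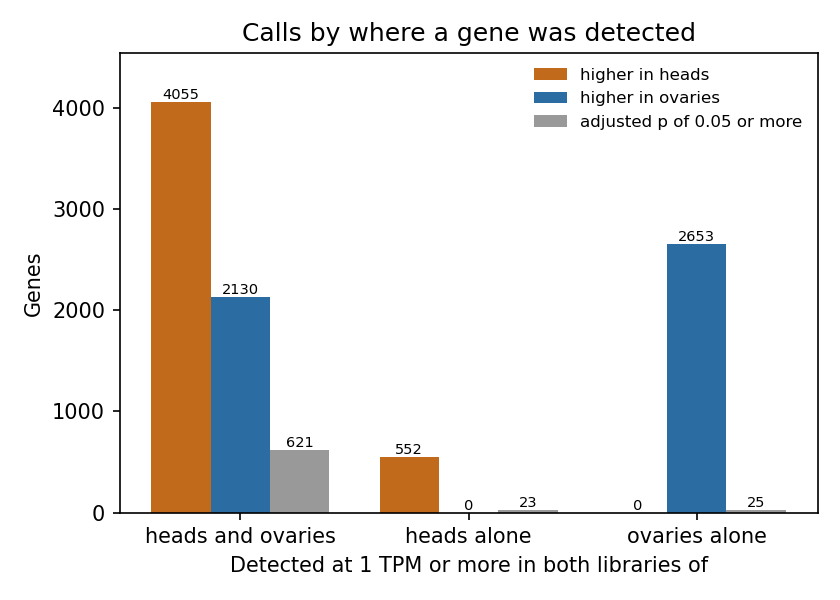
Number of tested genes by call, for genes detected at 1 TPM or more in both libraries of heads and ovaries, of heads alone or of ovaries alone. Heads were higher at 4055 and ovaries at 2130 of the genes detected in both tissues, whereas the genes detected in ovaries alone include 2653 called higher in ovaries.

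Calls depended on the level of the gene. Among genes at 1 to 10 TPM in the higher tissue, 85.5% were called, and 19.5% of the calls were higher in heads. At 10 to 100 TPM 92.3% were called, and heads were higher in 58.1% of the calls. At 100 to 1000 TPM 97.1% were called, and heads were higher in 46.3% of the calls. Among the 219 genes over 1000 TPM, 62 were higher in heads and 150 in ovaries. These balances are for the values as deposited and were not repeated under other scalings, on which the levels themselves depend. As deposited, 1242 and 1241 genes reached 100 TPM in the head libraries, against 1349 and 1365 in the ovary libraries. With the most abundant head gene left out and the libraries rescaled, the counts were 1814 and 1832 against 1356 and 1369. A smaller group of genes kept similar levels in the tissues. For 2282 of the tested genes the 95% confidence interval of the difference lay within 1 log2 unit on either side of 0, and 609 of these did not pass the threshold of the test.

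A single gene dominated the head libraries. The most abundant gene in heads had 229485 and 242922 TPM in the head libraries and 393 and 296 TPM in the ovary libraries. It made up 23.7% ± 0.953 (SD, n = 2) of head TPM and 0.0347% ± 0.00692 (SD, n = 2) of ovary TPM, where it ranked 419. The difference was 9.43 on the log2 scale (SE 0.15, limma adjusted p = 6.25e-06). No ovary gene took a comparable share. The most abundant gene in ovaries had 33127 and 35564 TPM, 3.46% ± 0.173 (SD, n = 2) of ovary TPM, and was listed at 0 in both head libraries. The 20 most abundant genes of each library held 36.9% ± 0.293 (SD, n = 2) of head TPM and 17.6% ± 0.146 (SD, n = 2) of ovary TPM. In the head libraries 95 and 94 genes were enough to reach 50% of TPM, and in the ovary libraries 191 and 193. The cumulative shares were alike at 1000 genes, since the top 1000 genes held 74.4% ± 0.0293 (SD, n = 2) in heads and 74.7% ± 0.166 (SD, n = 2) in ovaries. The first gene alone made up 23.7% of TPM in heads and 3.46% in ovaries. The rest of the top 1000 thus held a smaller share in heads than in ovaries.

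**Figure D3:**
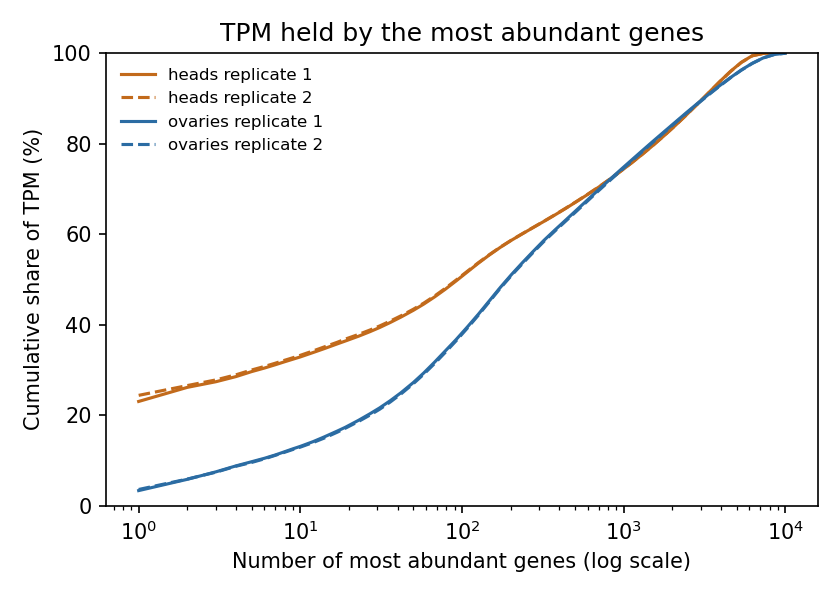
Cumulative share of each library's TPM, in percent, held by its most abundant genes, against the number of genes on a log scale, with a line for each of the 4 libraries. The head libraries start at 23.0% and 24.4% for the first gene and the ovary libraries at 3.34% and 3.58%, and the lines meet near 74% at 1000 genes.

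The most abundant genes were partly shared. Of the 5 most abundant genes in each tissue, 2 were the same. The first of these had a mean of 10794 ± 294 TPM in heads and 23806 ± 1311 TPM in ovaries (SD, n = 2 each), a log2 difference of -1.14 (SE 0.05, limma adjusted p = 5.93e-05). The second of these had 11337 ± 45.8 TPM in heads and 8739 ± 555 TPM in ovaries (SD, n = 2 each), a log2 difference of 0.38 (SE 0.05, limma adjusted p = 0.00239). This second gene's call depended on the scaling, since the difference was 0.01 and no longer passed the threshold after median-of-ratios scaling, and 0.76 without the most abundant head gene. The call was also lost when either head library was left out, although the difference stayed at 0.37 and 0.38. Of the 100 most abundant genes in each tissue, 52 were the same, compared with 0.752 for independent lists drawn from the genes above 0 in any library. Independent lists are a low mark here, since levels correlated at 0.634 to 0.635 between head and ovary libraries. The overlap is therefore descriptive.

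Among the 10 genes with the largest difference in favour of heads, 5 were listed at 0 in both ovary libraries. The largest of these, which was also the second most abundant head gene, had 31025 and 21551 TPM in the head libraries. The other 5 had a mean of at most 1.36 TPM in ovaries and differed by 10.23 to 12.36 on the log2 scale. At the upper end of that range a gene had 12374 ± 60.6 TPM in heads and 1.36 ± 0.409 TPM in ovaries (SD, n = 2 each; SE of the log2 difference 0.13, limma adjusted p = 3.74e-06). Among these 10 genes, 1 differed strongly between the head replicates, with 2698 and 810 TPM. Among the 10 genes with the largest difference in favour of ovaries, 7 were listed at 0 in both head libraries, including the most abundant ovary gene. The other 3 had a mean of at most 1.33 TPM in heads, with log2 differences from -12.00 to -11.69. The gene at the lower end of that range had 0.518 and 0.517 TPM in the head libraries and 6235 ± 189 TPM in ovaries (SD, n = 2; SE of the log2 difference 0.04, limma adjusted p = 1.41e-06). The sizes at these low values depend on the pseudocount, and with 0.1 in place of 1 the difference of this gene was -13.30. The third most abundant ovary gene was also low in heads, with 4.59 and 7.98 TPM in the head libraries against 15663 ± 953 TPM in ovaries (SD, n = 2), a log2 difference of -11.11 (SE 0.25, limma adjusted p = 1.23e-05).

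Genes that were called accounted for most of the TPM in either tissue. Genes higher in heads held 76.7% ± 0.0916 of head TPM and 16.8% ± 0.101 of ovary TPM (SD, n = 2 each). Without the most abundant head gene, the other genes in this group held 53.0% ± 0.861 of head TPM (SD, n = 2). Genes higher in ovaries held 79.1% ± 0.0873 of ovary TPM and 19.3% ± 0.157 of head TPM (SD, n = 2 each). Genes that did not pass the threshold held 3.98% ± 0.0645 of head TPM and 4.04% ± 0.0126 of ovary TPM (SD, n = 2 each). These shares describe groups that were chosen by the same libraries and are not a separate test. According to the methods heads and ovaries were prepared with different library kits, and the head samples mixed the sexes, so none of these differences separates tissue from kit or sex. All directions also rest on the column headers, which could not be checked against marker genes of either tissue.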

Values the study reported

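The study reported that its combined long-read isoform assembly of heads, embryos and ovaries covered 11,310 genes, and that 5,020 of them were expressed in every tissue analysed. It counted 1,020 genes with alternative start sites and alternative polyadenylation that were expressed in heads as well as in ovaries.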

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

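Leaving out the most abundant head gene, the pseudocount of 5, the minimum mean of 10 TPM, the crossed block and the other detection minima were tried only after the data were seen. The counts of genes higher in ovaries stayed within 1.5 times of the count reported under all 15 alternatives, and the counts of genes higher in heads under 14 of them. The exception was the test against a log2 difference of at least 1, which gave 2824 genes higher in heads, because that test asks for a larger difference. Leaving out each library in turn gave 4222 to 4412 genes higher in heads and 4501 to 4608 higher in ovaries, where the lone library of a tissue is assumed to vary like the other tissue's pair. With a replicate block the counts were 4644 and 4905. No replicate effect shared by the tissues was visible. The differences between replicates correlated between tissues at -0.05 over the tested genes and at -0.12 over genes above 1 TPM in both tissues. Crossing the block gave 4657 and 4914. With a single replicate difference per tissue, these values cannot show whether the libraries were paired. The median log2 difference of the tested genes was -0.09 as deposited, -0.43 with median-of-ratios scaling, -0.40 with upper-quartile scaling and 0.28 without the most abundant head gene, and the share of calls higher in heads went from 48.6% to 43.0%, 43.4% and 53.7%. With a minimum mean of 10 TPM the median was 0.27 and the counts were 4333 in heads and 3599 in ovaries, 54.6% of the calls for heads. In these scalings 66, 51 and 62 genes were called in the direction opposite to the one reported. The 6 genes followed through the alternatives came from the top of the ranks by difference and by abundance. Most had differences so large that a lost call was unlikely, so they do not stand for the tested genes. Of these 6, 5 kept their direction and their call in every alternative that included them, but the sizes for genes near 0 in the lower tissue depended on the pseudocount. With 0.1 and 5 in place of 1, a difference of 12.36 became 13.07 and 10.93, and a difference of -12.00 became -13.30 and -10.14. The abundant gene with a difference of 0.38 lost its call under median-of-ratios scaling (0.01), upper-quartile scaling (0.04), the test against a log2 difference of 1, and without head replicate 1 (0.37) or head replicate 2 (0.38). At a minimum of 10 TPM, 6904 genes were detected in ovaries, 6203 in heads and 1461 in heads alone, and the cause was not tested. The top 5 genes held 29.8% of head and 9.63% of ovary TPM and the top 100 held 50.8% and 38.0%, a larger share by construction. With a pseudocount of 0.1 the correlations were 0.985 between head libraries, 0.984 between ovary libraries and at least 0.672 between tissues, and the first component held 95.7%. Count tests, variance stabilisation, thinning, count minima and the removal of RNA classes were not run, since they need counts or gene names. Depth is unknown, so precision at low values is not bounded here.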

Other observations

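All tests in this part were chosen after the results they bear on had been seen. The order of genes in the table carried information about tissue. The log2 difference between heads and ovaries correlated at 0.24 between genes on neighbouring lines (7938 pairs, across genes), whereas 1000 permuted orders reached at most 0.04.

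More genes were called higher in ovaries (4905) than in heads (4641), a surplus that turned to 3599 against 4333 with a minimum mean of 10 TPM, since genes at 1 to 10 TPM gave 1306 calls for ovaries and 316 for heads, while a single gene took 23.7% of head TPM and so lowered all other head values. With that gene left out and the libraries rescaled, 53.7% of the calls were higher in heads, but rescaling raises every other head value, so a move in this direction was given in advance. Scalings that this gene does not drive went the other way, with 43.0% (median of ratios) and 43.4% (upper quartile) of the calls higher in heads. These scalings are no neutral check either. Each sets a summary level of the genes equal between libraries, although 92.0% of the tested genes were called. The median of ratios used only genes above 0 in all 4 libraries. Genes detected in both tissues were more often higher in heads (4055) than in ovaries (2130), so centring such genes moves calls towards ovaries. These values therefore leave the gene's share open as a source of the surplus. The library kit cannot be told apart from the tissue, because per the methods each tissue had its own kit, and the 48.6% of calls for heads in the values as deposited holds both. A difference between the tissues or the sexes in how many genes they express more strongly stays open and untested.

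The larger number of genes detected in ovaries had another character. At 1 TPM the difference was 2103 genes as deposited and 1962 genes after the most abundant head gene was left out. At this minimum, that argues against the gene's share as the whole cause. It does not extend to higher minima. At 100 TPM the head libraries had 1242 and 1241 genes and the ovary libraries 1349 and 1365. With the gene left out, these counts became 1814 and 1832 in heads and 1356 and 1369 in ovaries. Relative depth was read from low values, since below 1 TPM the ratio of 2 libraries piles up where a gene has equally few fragments in each. There, the log2 ratio of the TPM that a fragment was worth was 0.58 in head replicate 1 relative to head replicate 2, but on average -0.0829 in head replicate 2 relative to the ovary libraries, a comparison across kits that assumes equal effective transcript lengths. Head replicate 2 had 2167 fewer genes at 1 TPM than the ovary mean, whereas the head libraries, made with 1 kit, differed by only 2 genes despite their different resolution, which argues against depth. The kit cannot be told apart from the tissue for the same 2103 genes, and a broader set of genes expressed in ovaries is an open, untested hypothesis.

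Genes that differed between the head replicates often lay near a gene with a TPM change of similar size. Such a partner did not itself have to differ over 2-fold, and permuting the line order also breaks up any grouping of genes by level. Whether the differing genes lay near each other was therefore not tested. Of 6290 genes at a mean of 10 TPM or more in heads, 54 differed over 2-fold on the log2(TPM + 1) scale between replicates, and 30 of these had another gene within 5 lines that changed by 0.5 to 2 times as much TPM in the opposite direction, compared with 3.70 on average in 10000 permuted line orders. The opposite direction itself was not beyond chance, since 29 had such a partner changing in the same direction, and swapping the replicates of each line at random gave 28.4 opposite partners on average (10000 swaps, one-sided permutation p = 0.38). Fragments shared between near-identical gene copies would make opposite changes prevail, and these values leave that explanation open without evidence for it. In ovaries 6 of 31 such genes had an opposite partner and 14 a partner in the same direction, and a difference between the head samples themselves stays open and untested.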
